# In utero exposure to diesel exhaust is associated with alterations in neonatal cardiomyocyte transcription, DNA methylation and metabolic perturbation

**DOI:** 10.1186/s12989-019-0301-9

**Published:** 2019-04-11

**Authors:** Jamie M. Goodson, James W. MacDonald, Theo K. Bammler, Wei-Ming Chien, Michael T. Chin

**Keywords:** Diesel, PM_2.5_, Transcription, DNA methylation, Metabolism

## Abstract

**Background:**

Developmental exposure to particulate matter air pollution is harmful to cardiovascular health, but the mechanisms by which this exposure mediates susceptibility to heart disease is poorly understood. We have previously shown, in a mouse model, that gestational exposure to diesel exhaust (DE) results in increased cardiac hypertrophy, fibrosis and susceptibility to heart failure in the adult offspring following transverse aortic constriction.

**Results:**

In this study, we have analyzed gene expression in neonatal cardiomyocytes after gestational exposure by RNA-sequencing and have identified 300 genes that are dysregulated, including many involved in cardiac metabolism. We subsequently determined that these cardiomyocytes exhibit reduced metabolic activity as measured by Seahorse extracellular flux analysis. We also surveyed for modifications in DNA methylation at global regulatory regions using reduced representation bisulfite sequencing and found hypomethylation of DNA in neonatal cardiomyocytes isolated from in utero DE exposed neonates.

**Conclusion:**

We have demonstrated that in utero exposure to diesel exhaust alters the neonatal cardiomyocyte transcriptional and epigenetic landscapes, as well as the metabolic capability of these cells. Understanding how exposure alters the developing heart through dysregulation of gene expression, metabolism and DNA methylation is vital for identifying therapeutic interventions for air pollution-related heart failure.

## Background

Exposure to particulate matter air pollution has been associated with increased incidence of cardiovascular disease [1–3], including arrhythmias [4], myocardial infarction [3] and heart failure [5]. Prenatal and early-life exposure to PM_2.5_ and PM_10_ is associated with deleterious effects, such as decreased placental mitochondrial DNA [6], decreased fetal growth [7], reduced birth weight [8] and increased newborn systolic blood pressure [9]. Currently, understanding the effects of in utero exposure to DE on newborn and early life health has become a public health concern, as multiple studies link maternal exposure to air pollution with increased risk of congenital heart defects [10, 11], childhood cancers such as retinoblastoma and acute lymphoblastic leukemia [12], and increased incidence of maternal gestational type 2 diabetes mellitus [13], which can in turn increase infant risk of metabolic and cardiac disorders [14]. Our lab has shown that in utero exposure to DE in mice predisposes the male offspring to heart failure after transverse aortic constriction (TAC) surgery [15].

There is growing evidence of alterations in epigenetic control due to PM_2.5_ exposure. PM_2.5_ and PM_10_ exposure have been correlated with significantly decreased global DNA methylation in blood cells as indicated by LINE1 and Alu methylation [16–18], as well as changes in targeted loci such as decreased methylation in the iNOS promoter [17] and increased methylation at the p16 promoter [19]. Diesel exhaust exposure specifically has also been shown to cause dysregulation of epigenetic signatures. Human bronchial epithelial cells exposed to diesel exhaust particulates via culture showed dysregulation of > 60% of microRNAs [20], and BALB/c mice exposed to diesel exhaust and given allergenic stimuli showed hypermethylation of the interferon-gamma promoter and hypomethylation of interleukin-4 in T-cells [21]. We have also previously shown hypomethylation in exon 1 of GM6307 in neonatal cardiomyocytes (NCMs) resulting from in utero exposure to DE, which correlates with dysregulation of the contiguous miR133a-2 gene [22].

We have previously identified transcriptional dysregulation in the hearts of male adult mice exposed in utero to DE [22]. To hone in on the early changes that might underlie the previously observed later life susceptibility to heart failure, we have performed RNA-sequencing on NCMs isolated from postnatal day 0 (PND0) offspring exposed to either filtered air (FA) or DE in utero. We observed a large number of transcriptional changes associated with in utero exposure to DE, many of which affect genes involved in normal cardiac metabolism. We have also determined the baseline metabolic phenotype of neonatal cardiomyocytes after gestational exposure and have found that DE exposure is associated with metabolic dysregulation. Additionally, we have performed reduced representation bisulfite sequencing (RRBS) on NCMs, and have found diminished methylation at CpG regions in DE-exposed NCMs. This study focuses on male mice based on our previous findings of in utero DE exposure affecting male adult cardiac outcomes [15, 23], and our observation that in utero DE exposure did not result in any change in female adult cardiac outcomes (C. Weldy, Y. Liu and M.T. Chin, unpublished data). This study is the first of its kind to show widespread cardiomyocyte changes in DNA methylation, gene transcription and metabolism as a result of in utero exposure to DE.

## Results

### In utero exposure to DE results in altered gene expression

To assess alterations in transcription due to in utero exposure to DE (dams were exposed to a time weighted hourly average of 53 μg/m^3^ diesel exhaust-created PM_2.5_, 5 days a week from embryonic day 0.5 (E0.5) to E17.5), RNA-seq was performed on isolated NCMs from FA and DE PND0 offspring. 

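RNA was sequenced from 8 libraries, each made from the NCMs of 1 male neonatal heart collected on postnatal day 0. Of these, 4 came from FA offspring (FA replicates 2, 3, 4 and 6) and 4 from DE offspring (DE replicates 1, 3, 5 and 7). The methods state n = 3 per group and the text does not name the 3, so all 8 libraries were used. DE was regulated to 300 μg/m3 of PM2.5 during exposure. In the sample names, the 4 FA libraries and DE replicates 1 and 7 carry the number 11, and DE replicates 3 and 5 carry the number 12. The paper's text does not state what this prefix stands for. It also does not state which dam each neonate came from, although dams were the animals exposed. Neonates were therefore treated as independent, and a litter effect cannot be told from an effect of exposure.
The authors selected poly-A RNA, prepared stranded libraries, aligned the reads to mm10 with Tophat, marked PCR duplicates without removing them, and counted fragments per gene with featureCounts. The counts were deposited without normalization for 27179 Entrez genes, of which 93.0% could be given a symbol. The text does not state how fragments on several genes, or from either strand, were counted. In FA, 38619126, 20699888, 17943024 and 20846303 fragments were counted in replicates 2, 3, 4 and 6 (median 20773095.5). In DE, 32053605, 33012977, 39839737 and 18683325 were counted in replicates 1, 3, 5 and 7 (median 32533291). Ddx3y, on the Y chromosome, lay between 117.7 and 207.6 CPM (counts normalized for library size) in the 8 libraries, and Xist, on the X chromosome, between 0.0997 and 0.373 CPM, the pattern of male cells.
From these counts, 14966 genes passed edgeR's filter on low counts, and they held at least 99.934% of the counts of each library. Counts were scaled by TMM factors, and DE was compared with FA by edgeR's quasi-likelihood test. A gene was called at an adjusted p-value of 0.05 or less and a difference of 25% or more, the thresholds in the methods, which name edgeR but not the test. The biological coefficient of variation between libraries of a group was 15.95%. Libraries were compared in pairs within each group. The closest pair, FA replicates 2 and 4, differed by a chi-square of 5.37 per gene, so no library was a copy of another in its group. Gene positions are from GRCm38.p6, the assembly also called mm10.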

No effects on birth weight, litter size or sex were observed (data not shown). We identified 300 transcripts that were significantly differentially expressed between FA and DE exposure. 

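Between the 4 DE and 4 FA libraries, 868 of the 14966 tested genes were called, with 332 lower and 536 higher in DE. All 868 genes at an adjusted p-value of 0.05 or less also passed the 25% difference, since the smallest change among them was 0.32 on the log2 scale. At an unadjusted p under 0.05, 3828 genes differed. The CPM values of the groups did not overlap for 837 of the 868 genes. Over all tested genes this held for 2198 (14.69%), against the 2.86% that chance gives for 4 libraries against 4. The count depended on the libraries and on the test. Fits on 3 FA and 3 DE libraries, the n in the methods, gave 62 to 1054 called genes over the 16 possible choices. As a ratio to 868, the lowest of these was the largest shift under any alternative, and as a number of genes it was the rise to 2015 with 1 surrogate variable. DESeq2 called 1633 genes and edgeR's likelihood ratio test 1603. Leaving out FA replicate 4 left 237 called genes, FA replicate 2 left 249, DE replicate 3 left 268, FA replicate 3 left 433 and DE replicate 5 left 526, while leaving out DE replicate 1 gave 1168. With the 25% difference built into the quasi-likelihood test, 114 genes were called.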

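The 9 genes Acot1, Slc25a34, Acot2, Scd4, Tfrc, Hsdl2, Cpt1a, Angptl4 and Mlycd were all lower in the DE libraries. Acot1 (Entrez gene 26897, chromosome 12 of GRCm38.p6 from 84009502 to 84017670), an acyl-CoA thioesterase, fell from 90.3 ± 9.89 CPM in FA to 18.9 ± 1.08 CPM in DE (SD, n = 4 each). Its log2 fold change was -2.25 (standard error 0.11, adjusted p = 1.28e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Single libraries lay between 78.8 and 103 CPM in FA and at 20.1 CPM or less in DE. Acot2 (chromosome 12 from 83987861 to 83993877) changed by -1.80 on the log2 scale. The 2 genes are near-identical paralogs, and how the counting divided shared reads between them is not known, so each value is uncertain. Slc25a34, a mitochondrial carrier on chromosome 4 from 141618819 to 141623891, fell from 27.7 ± 2.40 to 2.74 ± 1.03 CPM (SD, n = 4 each), a log2 fold change of -3.32 (standard error 0.22), the largest of the 9. Cpt1a on chromosome 19 from 3322326 to 3385735 fell from 166.5 ± 17.6 to 59.2 ± 7.27 CPM, a log2 fold change of -1.49 (standard error 0.12). The log2 fold changes of Scd4, Tfrc, Hsdl2, Angptl4 and Mlycd were -2.67, -1.70, -1.37, -2.06 and -1.24. Scd4 belongs to a family of similar desaturase genes, so its counts share that uncertainty. The highest adjusted p-value among the 9 genes, 0.000328 for Angptl4, came from the same test. The CPM values of the groups did not overlap for any of the 9 (2.86% by chance for genes not picked on these libraries). All 9 kept their direction and call under each of the 28 alternatives that were run. The alternatives moved Angptl4 most, to between -2.48 and -1.87. All 9 were also called when adjusted over the list alone. The study picked these genes from the same libraries, so neither result is independent evidence.

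**Figure D1:**
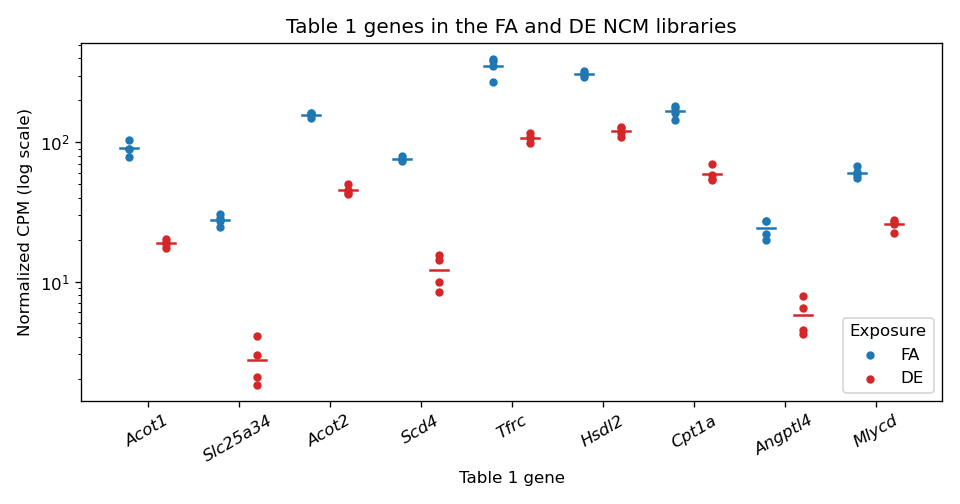
Normalized CPM (y axis, log scale) of 9 genes (x axis) in the FA (blue) and DE (red) NCM libraries. Each point is 1 library and each bar the mean of 4, and for every gene all 4 DE points lie below all 4 FA points.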

Table 1 shows the top ten genes with differential expression between exposure groups. 

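Of 46 distinct genes in 10 altered pathways, 45 were found in the counts as a single gene, and all 45 were called. A total of 22 were lower in DE, with a median log2 fold change of -0.87, and 23 were higher, with a median of 0.89. In 44 of the 45 the CPM values of the groups did not overlap (2.86% by chance for genes not picked on these libraries). The highest adjusted p-value was 0.0431, for Chst12, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 45 were also called when adjusted over the list alone. Neither count is independent evidence, because the study chose the genes on these libraries. The exception, Ccl21, is present as several near-identical copies. Ccl21d was called (log2 fold change 1.81, adjusted p = 0.0290), and Ccl21a (1.60, adjusted p = 0.0592) and Ccl21b (1.66, adjusted p = 0.0931) were not, in the same test. Reads of the copies cannot be told from one another reliably, so these values are uncertain.
The genes of the carnitine shuttle, Slc27a1, Acsl1, Cpt1a, Cpt2 and Cpt1b, were all lower, by log2 fold changes from -1.49 to -0.88. Acsl1 on chromosome 8 from 46471037 to 46536051 fell from 907.6 ± 30.8 to 457 ± 53.1 CPM (SD, n = 4 each). The 6 genes of fatty acid β-oxidation had a median of -0.84. Hadha, which encodes a subunit of the trifunctional protein on chromosome 5 from 30119423 to 30154980, fell from 1081 ± 28.4 to 600.5 ± 24.2 CPM. Among the 12 AMPK signaling genes, 8 were lower, including Acacb, and 4 were higher, including Pfkl (1.17) and Slc2a1 (0.95). The 5 replication genes Cdc45, Mcm2, Mcm3, Mcm5 and Mcm6 were all higher, with a median of 0.82. Of the 12 genes under inhibition of RXR function, 10 were lower and 2, Chst12 and Fabp5, were higher. In the hepatic fibrosis pathway 7 genes were higher, up to 1.30 for Igfbp3, and Fgf1 and Myh6 were lower.
The alternative that moved the count of 45 most was a fit on 3 FA and 3 DE libraries, where the lowest of 16 choices called 17. With the 25% difference built into the test, 27 were called. Leaving out single libraries called between 38 genes (without FA replicate 4) and 45 (without DE replicate 7). The calls of Adra2a, Ppargc1b, Chst12, Fabp5, Pgf, Col27a1 and Cdk1 were each lost without at least 1 library. Over the alternatives other than fits on 3 FA and 3 DE libraries, the adjusted p-values of the first 6 were at most 0.143, 0.130, 0.171, 0.105, 0.133 and 0.167.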

Table 2 shows the top ten pathway hits using Qiagen’s Ingenuity Pathway Analysis, with arrows indicating the direction of expression change for genes identified as altered. In both, we can see a clear link between exposure and altered transcription of genes that affect cellular metabolism, showing a consistent decrease in expression in the DE NCMs. Additionally, we observe that many genes involving cell cycle control and cardiomyocyte function were affected. 

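Lists of genes written before the counts were seen were tested with limma's fry, with Benjamini-Hochberg adjustment over 16 lists. The 20 genes of mitochondrial fatty acid β-oxidation had a median log2 fold change of -0.72 (fry, adjusted p = 0.000197). Of these, 19 were lower in DE and 13 were called. Tables 1 and 2 name 7 of them, and the other 13 had a median of -0.33 (fry, adjusted p = 0.00195). Over its alternatives, the adjusted p of the list ranged from 5.52e-33 to 0.0383. The level of the list was taken as the median over its genes, on the log2 scale around each gene's mean of the 8 libraries. It was between 0.274 and 0.458 in FA and between -0.425 and -0.211 in DE. The difference exceeded the spread between libraries, with an exact permutation p of 0.0286, the smallest that 4 libraries against 4 allow. Like the other tests, it treats neonates as independent, and litters are not named, so a difference between litters could contribute. The 17 genes of the tricarboxylic acid cycle had a median of -0.17 (fry, adjusted p = 0.0611), 15 of them lower and 0 called (3 at an unadjusted p under 0.05). The 13 mitochondrially encoded genes had a median of -0.12 (fry, adjusted p = 0.153), which moved to -0.07 without FA replicate 3, -0.21 without FA replicate 4 and -0.20 without DE replicate 5. With offsets for transcript length and GC content, chosen after the data were seen, this list was called (median -0.17, adjusted p = 0.0164, range 0.0164 to 0.468 over the alternatives). The 79 nuclear-encoded respiratory chain subunits had a median of 0.03 (fry, adjusted p = 0.961) and 0 were called (1 at an unadjusted p under 0.05). This median lay between -0.06 (without DE replicate 5) and 0.14 (without FA replicate 3) when single libraries were left out, and at -0.12 with the offsets. Glycolysis went the other way, with a median of 0.39 over 17 genes (fry, adjusted p = 0.0169), 16 of them higher and 8 called. The test that moved these results most was limma's camera with the correlation between genes estimated for each list, which left 2 of the 10 lists called by fry. Mitochondrial fatty acid β-oxidation was one of them, with an adjusted p of 0.0383. The glycolysis list was not called without FA replicate 4 (adjusted p = 0.0600) or without DE replicate 3 (adjusted p = 0.0518), and its adjusted p ranged from 5.59e-10 to 0.199 over the alternatives. The tricarboxylic acid cycle list was called without DE replicate 5 (adjusted p = 0.0398, range 0.0147 to 0.426), the lowest with the offsets.
From the direction of the genes in Tables 1 and 2, the paper concludes that exposure and the transcription of genes that affect cellular metabolism are linked, with lower expression in DE NCMs.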

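The cell cycle genes were higher in DE. E2f1, a transcription factor on chromosome 2 from 154559400 to 154569892, rose from 11.1 ± 1.62 to 25.8 ± 2.84 CPM (SD, n = 4 each), a log2 fold change of 1.21 (standard error 0.13, adjusted p = 0.000739 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pcna rose from 82.1 ± 10.9 to 136.6 ± 9.65 CPM. The log2 fold changes of Pcna, Ccne1 and Cdk1 were 0.73, 0.81 and 0.63. Leaving out FA replicate 4 raised the adjusted p of Cdk1 to 0.0525, the only loss of its call among the fits that each left out 1 library. Over the alternatives other than fits on 3 FA and 3 DE libraries, that adjusted p ranged from 1.03e-05 to 0.117. All 31 genes in a list of helicase and replication genes were higher, 26 of them called, with a median of 0.72 (fry, adjusted p = 0.00149). The 20 mitosis genes had a median of 0.31 (fry, adjusted p = 0.0169), with 19 higher and 6 called. This list was not called without FA replicate 4 (adjusted p = 0.0580, range 2.36e-08 to 0.199 over the alternatives). For cardiomyocyte function, the 17 adult sarcomere genes had a median of -0.22 (fry, adjusted p = 0.00114), with 16 lower and 3 called. The 11 fetal and hypertrophic cardiac genes moved in both directions, 7 higher and 4 lower (fry, adjusted p = 0.966). In this list Nppa changed by -0.82 (adjusted p = 0.0821) and Nppb by 0.69 (adjusted p = 0.139), and neither was called by edgeR's quasi-likelihood test.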

Gene expression differences were validated by qPCR for a select number of top scoring genes, shown in Fig. 1.

**Table 1:** Top ten specific genes showing differential expression due to in utero DE exposure

Gene Symbol	Gene Name	Log fold change	FDR
*Acot1*	acyl-CoA thioesterase 1	−2.25	2.30E-50
*Slc25a34*	solute carrier family 25, member 34	− 3.32	1.34E-39
*Acot2*	acyl-CoA thioesterase 2	−1.80	4.11E-36
*Scd4*	stearoyl-coenzyme A desaturase 4	−2.67	5.93E-34
*Tfrc*	transferrin receptor	−1.70	8.60E-21
*Hsdl2*	hydroxysteroid dehydrogenase like 2	−1.37	6.50E-19
*Hmgcs2*	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 2	−4.98	1.34E-18
*Cpt1a*	carnitine palmitoyltransferase 1a, liver	−1.49	6.29E-17
*Angptl4*	angiopoietin-like 4	−2.06	7.27E-15
*Mlycd*	malonyl-CoA decarboxylase	−1.24	7.00E-12

**Table 2:** Top ten pathways showing significantly altered transcription as identified by Ingenuity Pathway Analysis (Qiagen). Arrows indicate expression in DE samples compared to FA

Ingenuity Canonical Pathway	*p*-value	Molecules
Mitochondrial L-carnitine Shuttle Pathway	2.14E-06	↓*Slc27a1*, *Acsl1*, *Cpt1A*, *Cpt2*, *Cpt1B*
Fatty Acid β-oxidation	3.47E-06	↓*Slc27a1*, *Acaa2*, *Acsl1*, *Hadha*, *Eci2*, *Hadhb*
AMPK Signaling	4.68E-06	↓*Mlycd*, *Adra1B*, *Pik3r3*, *Cpt1A*, *Acacb*, *Lipe*, *Cpt2*, *Cpt1B* ↑*Adra2a*, *Ccnd1*, *Pfkl*, *Slc2a1*
Cell Cycle Control of Chromosomal Replication	2.51E-05	↑*Cdc45*, *Mcm2*, *Mcm3*, *Mcm6*, *Mcm5*
LPS/IL-1 Mediated Inhibition of RXR Function	4.17E-05	↓*Slc27a1*, *Hmgcs2*, *Aldh9a1*, *Acsl1*, *Ppargc1b*, *Fabp3*, *Cat*, *Cpt1A*, *Cpt2*, *Cpt1B* ↑*Chst12*, *Fabp5*
GADD45 Signaling	1.00E-04	↑*Ccne1*, *Ccnd1*, *Pcna*, *Cdk1*
Hepatic Fibrosis / Hepatic Stellate Cell Activation	1.70E-04	↑*A2m*, *Igfbp4*, *Pgf*, *Col27a1*, *Col5a3*, *Igfbp3*, *Col1a1*, *Ccl21* ↓*Fgf1*, *Myh6*
Ketogenesis	2.57E-04	↓*Hmgcs2*, *Hadha*, *Hadhb*
Estrogen-mediated S-phase Entry	2.57E-04	↑*Ccne1*, *Ccnd1*, *E2f1*, *Cdk1*
Oleate Biosynthesis II (Animals)	5.89E-04	↓*Scd4* ↑*Fads1*

**Fig. 1:**
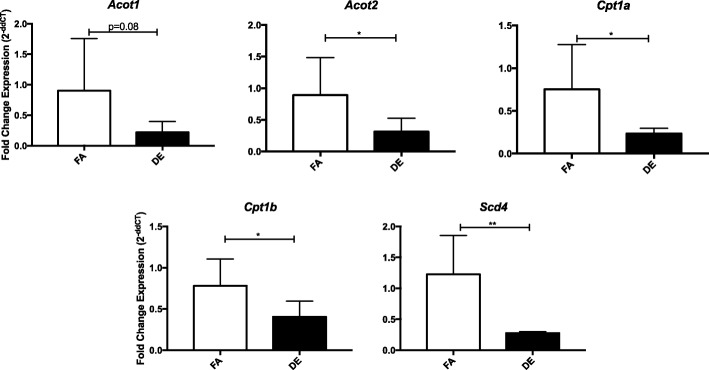
qPCR validation of select top scoring genes. qPCR was performed in the RNA samples used in sequencing plus 2 additional unsequenced samples in each group for the genes *Acot1*, *Acot2*, *Cpt1a*, *Cpt1b*, and *Scd4*. The fold change in expression is represented as 2^-deltadeltaCT (ddCT). * indicates *p*-value < 0.05, ** < 0.01

### In utero exposure to DE-induced changes in gene expression mimic changes observed in hypertrophic NCMs

Given our observations of increased cardiac hypertrophy in adult mice following in utero exposure to DE and TAC surgery [15, 23], we wanted to compare our observed changes in NCM gene expression to other experiments examining the changes in NCM gene expression due to other hypertrophic stressors. As shown in Table 3, using a dataset examining changes in hypertrophic NCM gene expression following transgenic overexpression of CHF1/Hey2 and serum stimulation [24] (GSE14288), we can observe significant changes in the top ten altered pathways identified in Table 2 in the GSE14288 dataset. When accounting for differential expression following the direction of majority gene change noted in Table 2, we can see that the most of pathways we identified share significant changes, including the mitochondrial L-carnitine shuttle pathway, fatty acid β-oxidation and AMPK signaling. When removing the bias of directional change, we observe that all of our top ten pathways show a significant difference in the GSE14288 dataset. This demonstrates that the gene expression changes we observe in our in utero DE NCMs are also present in NCMs that undergo hypertrophic stimuli.

**Table 3:** Comparison of significant pathways from the RNA-seq dataset using gene set tests on GSE14288, a microarray analysis of mouse neonatal cardiomyocytes overexpressing CHF1/Hey2 and treated with serum to induce hypertrophy. The # Genes column reflects the number of genes in the microarray data that were tested, and the FDR is the Benjamini-Hochberg adjusted p-value for the test that, on average, the genes in the set are differentially expressed

Ingenuity Canonical Pathway	# Genes	FDR
Mitochondrial L-carnitine Shuttle Pathway	11	5.92E-06
Fatty Acid β-oxidation	23	6.26E-15
AMPK Signaling	566	1.02E-23
Cell Cycle Control of Chromosomal Replication	48	4.64E-16
LPS/IL-1 Mediated Inhibition of RXR Function	169	2.31E-30
GADD45 Signaling	24	1.00E-08
Hepatic Fibrosis/Hepatic Stellate Cell Activation	179	3.68E-20
Ketogenesis	8	1.46E-06
Estrogen-mediated S-phase Entry	44	1.01E-19
Oleate Biosynthesis II (Animals)	8	3.56E-06

### In utero exposure to DE alters neonatal cardiomyocyte oxygen consumption

To determine whether the transcriptional changes identified in Tables 1 and 2 correlated to a functional change in the metabolic capacity of NCMs, we tested the rate of oxygen consumption of DE and FA NCMs using the Seahorse XFe24 Analyzer. However, since the switch from glucose oxidation to fatty acid oxidation in the neonatal heart doesn’t occur until sometime between postnatal day 1–7 [25, 26], we tested the response of NCMs using pyruvate/glutamate to fuel respiration. Figure 2a shows the average oxygen consumption of each group at baseline and after the injections of oligomycin, carbonyl cyanide-*p*-trifluoromethoxyphenylhydrazone (FCCP), and Antimycin A/Rotenone. After subtracting the non-mitochondrial respiration, we found that both the baseline and maximal respiration are significantly lower in the DE NCMs (Fig. 2b and c). The ATP production and coupling efficiency of the DE NCMs was also found to be significantly lower than the FA NCMs (Fig. 2d and f). DE NCMs also demonstrated a lower spare respiratory capacity, though it was not statistically significant (Fig. 2e). There was no significant difference in extracellular acidification rate between FA and DE NCMs at any of these stages (data not shown). Mitochondrial DNA content was also not significantly different between the two exposure groups (data not shown).

**Fig. 2:**
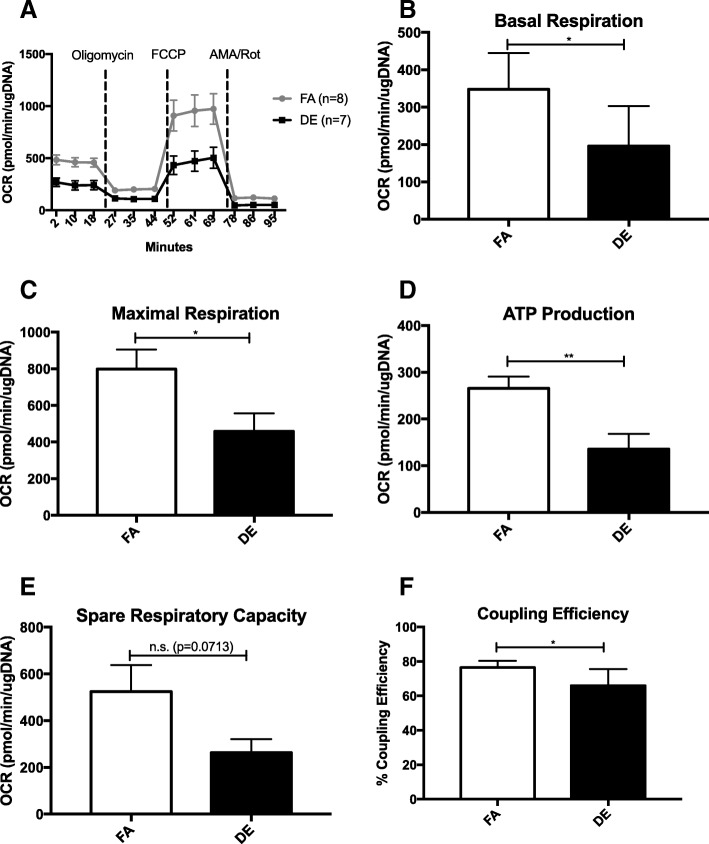
Baseline and maximal oxygen consumption rates are lower in DE NCMs. **a** shows the injection scheme and average oxygen consumption rate after injections for all FA and DE NCMs, normalized to total μg DNA. FCCP - Carbonyl cyanide-p-trifluoromethoxyphenylhydrazone, AMA/Rot – Antimycin A and Rotenone. **b**-**f** shows measurements for basal and maximal respiration, ATP production, spare respiratory capacity and coupling efficiency. * indicates p-value < 0.05, ** < 0.01

### In utero exposure to DE results in altered DNA methylation patterning

The temporal delay between in utero exposure, changes in adult gene expression [22] and adult onset of disease [15] suggests that an epigenetic mechanism may mediate the observed effects on adult increased susceptibility to heart failure. We performed reduced representation bisulfite sequencing (RRBS) on isolated NCMs from PND0 mice exposed to in utero FA or DE to uncover alterations in DNA methylation at CpG-rich regions, which are potential regions of genetic control. We identified 63 differentially methylated regions (DMRs), of which only 1 was hypermethylated in the DE samples. The top ten DMRs and their gene calls are represented in Table 4. To determine whether any particular pathways were being selectively altered in their DNA methylation as a result of exposure, we performed pathway analysis using Qiagen Ingenuity Pathway Analysis (Qiagen). Genes located within DMRs were given a hypothesized significant change of expression, with decreased methylation given a call of increased expression and vice versa. The top ten pathways showing altered DNA methylation are presented in Table 5. The finding of significantly reduced methylation in genes involved in pathways such as β-adrenergic, GPCR, and hypertrophic signaling suggests a mechanism by which gestational DE exposure predisposes to adult heart failure.

**Table 4:** Top ten significant DMRs in NCMs associated with in utero DE exposure

Gene	Chr.	Start	End	#CpGs	Location	AreaStat
*3110070M22Rik*	chr13	119,488,228	119,488,562	90	Intron	− 1875.26
*Grb10*	chr11	12,026,282	12,026,469	49	Intron	− 715.82
*1700030C10Rik*	chr12	20,232,946	20,234,272	36	Intergenic	− 465.28
*Mid1*	chrX	169,994,141	169,994,213	16	Intron	− 332.46
*Zfp444*	chr7	6,189,544	6,189,675	24	Exon	− 218.94
*Erdr1*	chrY	90,807,240	90,807,512	13	Intron	− 214.27
*Unc45b*	chr11	82,933,209	82,933,329	22	Intron	− 196.00
*Gm13152*	chr4	147,219,459	147,219,685	17	Intron	−138.56
*H13*	chr2	152,686,786	152,687,008	13	Intron	−118.63
*Gnas*	chr2	174,297,352	174,297,431	10	Intron	−95.56

**Table 5:** Top ten pathways with altered DNA methylation. All molecules listed have shown decreased methylation in the associated DMRs

Ingenuity Canonical Pathway	*p*-value	Molecules
Cardiac Hypertrophy Signaling	0.002	*Map3k9*, *Gnas*, *Adra2c*, *Gng12*
G_αs_ Signaling	0.002	*Rapgef2*, *Gnas*, *Gng12*
G Protein Signaling Mediated by Tubby	0.003	*Gnas*, *Gng12*
G_αi_ Signaling	0.003	*Gnas*, *Adra2c*, *Gng12*
Cardiac β-adrenergic Signaling	0.004	*Gnas*, *Gng12*, *Pde6h*
Relaxin Signaling	0.004	*Gnas*, *Gng12*, *Pde6h*
Ephrin Receptor Signaling	0.008	*Epha7*, *Gnas*, *Gng12*
CCR5 Signaling in Macrophages	0.012	*Gnas*, *Gng12*
Ephrin B Signaling	0.013	*Gnas*, *Gng12*
Protein Kinase A Signaling	0.014	*Ptpru*, *Gnas*, *Gng12*, *Pde6h*

### In utero exposure to DE significantly decreases DNA methylation in regulatory regions

The discovery of 62 DMRs showing decreased methylation and only 1 showing an increase in the DE NCMs suggests a significant loss of methylation in the DE NCMs. This general reduction in overall DNA methylation is further demonstrated in Fig. 3a, where we examine the frequency of each CpG showing a specific percent methylation. We observe a clear decrease in the amount of methylation present in the DE samples, both through a higher proportion of 0–5% methylated CpGs and the lower amount of CpGs that were found to be methylated in > 25% of the sequences. Additionally, the genomic location of the identified DMRs is graphed in Fig. 3b, with the majority of DMRs located in intergenic and intronic regions. The genes *Gnas*, *Gng12* and *Pde6H* were heavily implicated in many of the altered pathways, and the DMRs associated with these genes were found in the intronic (*Gnas*) and intergenic (*Gng12, Pde6H*) regions.

**Fig. 3:**
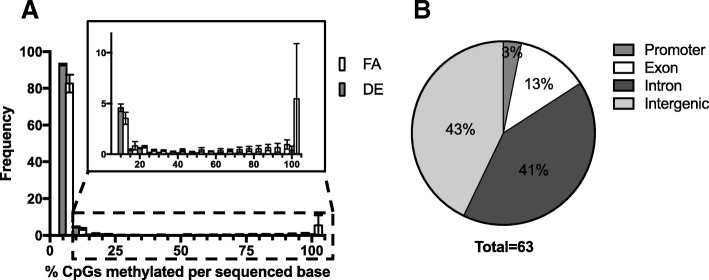
**a** Histogram of % sequences methylated within sequenced CpGs. Individual CpGs were analyzed and placed into 5% incremental bins displaying the % of CpGs from all reads methylated for a given bin. The count of CpG sites from all sequences of a given sample that show methylation in 0–5% of a samples reads are put in the 0–5% bin, and so on. The counts for each bin are averaged between samples (*n* = 4, FA and DE). Error bars are shown as standard deviation between n, which are biological replicates. **b** Genomic location of DMRs. The genomic locations of the identified DMRs were labeled as promoter (< 3000 kb upstream of TSS), intronic, exonic, or intergenic, and plotted in a pie chart showing the percentage of DMRs for a given designation

When evaluating the individual CpGs that were identified to have significantly different methylation status between the FA and DE NCMs given a false discovery rate (FDR) of 0.1, including those that were incorporated into DMRs, we identified 12,629 differentially methylated CpGs (564 of which were included in DMRs). Of those, only 293 showed increased methylation in the DE NCMs. Assuming a null hypothesis of differential methylation affecting the samples equally, under the binomial distribution we would reject the null hypothesis with a *p*-value of 2.2e-16. Taken together, these indicate that in utero exposure to DE significantly decreases DNA methylation in CpG-rich regions.

### Comparison between transcriptional and DNA methylation alterations

In order to determine how the observed change in DNA methylation may link to the transcriptional alterations, the datasets were compared by identifying any genes within 1 Mb of a DMR that showed significant changes in expression. Surprisingly, only 14 genes were found to have significantly altered transcription near identified DMRs: *Acacb*, *Cdc45*, *Chst12*, *Cox4i2*, *Cys1*, *Etv4*, *Fkbp5*, *Glipr2*, *Gng11*, *Melk*, *Pibd1*, *Sh3gl3*, *Tubb3* and *Vwa8*. However, only *Etv4* and *Glipr2* were identified to have associated DMRs in the more stringent assessment of altered DNA methylation discussed above. Of these genes, *Acacb* and *Cox4i2* are involved in cellular metabolism, and *Gng11* is involved in GPCR signaling. 

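Of the 14 genes, 13 were found by symbol in the counts, and all 13 were called, 11 higher and 2 lower in DE. Pibd1 was not found under that symbol and is not analysed here. The highest adjusted p-value was that of Chst12, and the groups' CPM values did not overlap for 12 of the 13 genes (2.86% by chance for genes not picked on these libraries). All 13 were called when adjusted over the list alone. Since the study picked them on these libraries, neither count is independent evidence. Their directions are not evidence either. The paper's methods kept genes whose change opposed that of the DMR, and nearly all its DMRs lost methylation. Vwa8 (chromosome 14 from 78849058 to 79202310) fell from 166.7 ± 13.6 to 78.4 ± 4.40 CPM (SD, n = 4 each), a log2 fold change of -1.09 (standard error 0.10, adjusted p = 0.000180 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Acacb on chromosome 5 from 114146321 to 114250761 fell from 313.4 ± 35.8 to 152.6 ± 14.8 CPM, a log2 fold change of -1.04 (standard error 0.11). Etv4 on chromosome 11 from 101769747 to 101785310 rose from 2.02 ± 0.17 to 4.42 ± 1.02 CPM, a log2 fold change of 1.14 (standard error 0.19). Glipr2 on chromosome 4 from 43957702 to 43979118 rose from 11.8 ± 2.37 to 24.3 ± 2.99 CPM, a log2 fold change of 1.05 (standard error 0.15). Cox4i2 changed by 0.99 and Fkbp5 by 1.20. Tubb3, at 0.599 ± 0.195 CPM in FA and 1.47 ± 0.538 CPM in DE, rests on 262 counts over the 8 libraries. The count of 13 called genes fell to 7 without FA replicate 2 or FA replicate 4 and to 8 without DE replicate 3. The alternative that moved it most, the lowest of 16 fits on 3 FA and 3 DE libraries, called 2. Tubb3 and Chst12 lost their calls in 6 each of the 8 fits that left out 1 library. Over the alternatives other than fits on 3 FA and 3 DE libraries, the adjusted p of Tubb3 was at most 0.280.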

Acetyl-CoA Carboxylase Beta (*Acacb*) is interesting due to its role in catalyzing the conversion of acetyl-CoA to malonyl-CoA in the fatty acid cycle, as well as being a key regulator of fatty acid oxidation through the ability of malonyl-CoA to block carnitine-palmitoyl-CoA transferase [27]. Cytochrome c oxidase subunit 4 isoform 2 (*Cox4i2*) is a subunit of the cytochrome c oxidase complex within the electron transport chain [28]. G protein subunit gamma 11 (*Gng11*) is a subunit of the GPCR signaling complex, which has also been described as a controller of cellular senescence [29]. While these genes are biologically interesting, we would expect to see a stronger link between changes in DNA methylation and changes in gene expression. It is possible that the altered DNA methylation would not manifest in transcriptional changes until the cells are stressed, or at a later age.

## Discussion

We have shown that the transcriptional profile of NCMs is significantly altered as a result of in utero exposure to DE, in large part affecting genes associated with metabolic pathways (Tables 1, 2). Metabolic dysregulation is a hallmark feature of heart failure [30], with decreased fatty acid oxidation and increased glycolysis playing an important role in late-stage heart failure [31, 32]. While it is unclear how these findings might affect adult susceptibility to heart failure, multiple studies have discovered a link between exposure to air pollution and metabolic dysregulation [33–35]. Combined with our prior findings of increased expression of *Ptprf* [22], a transcriptional change associated with decreased sensitivity to insulin signaling [36], this suggests a potential role for metabolic dysregulation as a causal link between in utero DE exposure and adult susceptibility to heart failure. Additionally, we have shown that respiratory capabilities of NCMs from in utero DE exposed neonates are hindered at both baseline and maximal respiration (Fig. 2b and c). NCMs from in utero DE exposed neonates also demonstrate decreased ATP production and coupling efficiency (Fig. 2d and f), indicative of higher energy loss and ROS production [37]. Given the known role of impaired metabolic activity on heart failure [38], these findings suggest that metabolic dysregulation during development may increase the susceptibility to heart failure at adulthood in our model. However, the persistence of the observed transcriptional alterations and the observed metabolic defects through adulthood and the causal relationships with the development of heart failure remain to be elucidated. Overall, our findings of transcriptional dysregulation in NCMs as a result of in utero DE exposure will aid in guiding the experimental focus for determining modifications in cardiac function caused by exposure.

While the observed changes in metabolic transcription and function are potentially important mediators of in utero exposure-induced susceptibility to heart failure, other mechanisms involving cardiac remodeling and fetal gene expression may be involved. One gene that showed differential expression was the alpha myosin heavy gene, *Myh6*. 

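Myh6 (Entrez gene 17888, chromosome 14 of GRCm38.p6 from 54941921 to 54968017) was among the most abundant transcripts of the NCMs. Its level fell from 23300 ± 1521 CPM in FA to 14620 ± 684.9 CPM in DE (SD, n = 4 each), a log2 fold change of -0.67 (standard error 0.09, adjusted p = 0.00315 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No DE library reached the lowest FA library. With each library left out in turn, the log2 fold change stayed between -0.72 and -0.64 and the gene stayed called. The neighbouring Myh7, the beta myosin heavy chain on chromosome 14 from 54970684 to 54994626, rose from 10020 ± 943.5 to 14490 ± 852.3 CPM, a log2 fold change of 0.53 (standard error 0.10, adjusted p = 0.0157 in the same test). The 2 genes are similar in sequence, so some reads could have been assigned to the wrong one.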

The RNA-seq profile showed a significant reduction in expression of *Myh6* in DE NCMs compared to FA. This gene is essential in cardiac development, with ablation experiments showing that *Myh6*^−/−^ is embryonic lethal, and *Myh6*^+/−^ mice showing impaired contractility and relaxation, as well as irregular sarcomere structure [39]. *MYH6* mutations in humans have been associated with congenital heart defects such as atrial septal defect [40], as well as in hypertrophic and dilated cardiomyopathy [41, 42]. Further exploration into the dysregulation of *Myh6* in this model would aid in understanding the potential developmental defects associated with in utero DE exposure.

Our prior findings of adult cardiovascular disease following in utero exposure suggest a temporally durable mechanism of action. Alterations of epigenetics through DNA hypomethylation have been implicated in the development and progression of cardiovascular disease [43, 44], and due to the double-stranded nature of CpG methylation these changes are incredibly stable [45]. Changes in DNA methylation both at the targeted level and genome-wide have been associated with exposure to air pollution [22, 46]. We are the first to demonstrate a change in DNA methylation at CpG-rich regions of cardiomyocytes as a result of in utero exposure to DE. The discovery of decreased methylation in DMRs associated with genes involved in GPCR and cardiac hypertrophic signaling suggests a predisposition to dysregulation in these pathways. However, there was no observed increase in transcription of *Gnas*, *Gng12*, *Adra2c* or *Pde6h* in the transcriptional profile of DE-exposed NCMs, though *Gng11* was identified to have increased expression. It is possible that the changes in transcription affected by DNA methylation would be stimulated through stress, or will manifest themselves sometime beyond the neonatal period. 

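Gnas (chromosome 2 of GRCm38.p6 from 174284320 to 174346744) was at 1115 ± 88.2 CPM in FA and 1300 ± 128.1 CPM in DE (SD, n = 4 each), a log2 fold change of 0.22 (standard error 0.10, adjusted p = 0.209 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The locus makes several overlapping transcripts, which counts per gene do not separate. Gng12 (chromosome 6 from 66896397 to 67021361) was at 65.4 ± 5.15 and 69.1 ± 4.44 CPM, a log2 fold change of 0.08 (standard error 0.10, adjusted p = 0.630). The CPM values of the groups overlapped for both genes, and neither gene was called here or under any of the 28 alternatives. Over the alternatives other than fits on 3 FA and 3 DE libraries, the adjusted p of Gnas was 0.109 or more and that of Gng12 0.183 or more. Adra2c had 8 counts and Pde6h 16 counts over all 8 libraries, so a difference in either was not detectable at this depth. Gng11 (chromosome 6 from 4003987 to 4008445) rose from 26.1 ± 4.56 to 47.1 ± 12.1 CPM, a log2 fold change of 0.85 (standard error 0.18, adjusted p = 0.0242 in the same test). Leaving out FA replicate 2, FA replicate 3, FA replicate 4 or DE replicate 3 raised its adjusted p to 0.0848, 0.0559, 0.0843 and 0.0647, above the threshold. Over the alternatives other than fits on 3 FA and 3 DE libraries, it ranged from 0.000472 to 0.122.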

GPCR signaling also plays a role in the autonomic nervous system control of cardiac regulation. Considering our prior findings of decreased blood pressure at baseline in in utero DE exposed 10 week old mice [15], it is important to further understand how these molecular changes are affecting physiological outcomes in both the neonatal and adult hearts. Future studies targeting autonomic features such as heart rate variability would likely be informative.

It is unclear whether this change in DNA methylation is occurring through a directed or undirected pathway. Exposure to PM_2.5_ has been shown to have an associated increase in oxidative stress [47–49]. Passive removal of DNA methylation can occur due to oxidative damage from ROS by damaging the DNA to the extent that DNA methlyltransferases (DNMTs) are unable to bind to the lesion area, thereby averting the maintenance of methylation in daughter cells [50, 51]. If this process is occurring early in development during the repatterning of methylation, these changes would be extremely heritable, and likely occurring in multiple cell and organ types [45]. It is also possible that cellular damage due to oxidative stress prevents DNA methylation through sequestration of glutathione [52]. Targeted changes in DNA methylation in response to air pollution have been described previously. Hypermethylation of the p16 promoter in alveolar epithelial cells of mice exposed to PM_2.5_ in conjunction with increased DNMT1 expression has been reported [19] and decreased methylation on the first exon of *Gm6307*, which drives *miR133a-2* expression, has also been reported in association with in utero DE exposure [22]. 

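Dnmt1, the maintenance methyltransferase (chromosome 9 of GRCm38.p6 from 20907206 to 20959888), was at 63.2 ± 10.3 CPM in FA and 87.3 ± 2.19 CPM in DE (SD, n = 4 each). Its log2 fold change was 0.47 (standard error 0.12, adjusted p = 0.0434 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which passes both thresholds. The call was lost in 13 of 28 alternatives, including 7 of the 8 fits that each left out 1 library. Without FA replicates 2, 3 and 4 in turn the adjusted p was 0.126, 0.0755 and 0.113, and without DE replicates 1, 3, 5 and 7 it was 0.0610, 0.106, 0.0723 and 0.0648. Only the fit without FA replicate 6 kept the call. The ranges of adjusted p given here cover the alternatives other than fits on 3 FA and 3 DE libraries. That of Dnmt1 ran from 0.00646 to 0.468. The log2 fold changes of Dnmt3a and Dnmt3b were -0.47 (adjusted p = 0.0826) and 0.38 (adjusted p = 0.177). Those of Tet1, Tet2 and Tet3 were -0.80 (adjusted p = 0.0639), -0.48 (adjusted p = 0.219) and -0.36 (adjusted p = 0.372), all in the same test, and none of these 5 was called. Dnmt3a was called without FA replicate 6 (adjusted p = 0.0397, range 0.0377 to 0.553 over these alternatives). Tet1 was called without DE replicate 1 (adjusted p = 0.0468) and without DE replicate 7 (adjusted p = 0.0423), within a range of 0.000627 to 0.281. The adjusted p of Tet2 ranged from 0.0350, below the threshold, to 0.801 over these alternatives, but Tet2 did not pass both thresholds in any of the 28. When adjusted over the list alone, 3 of the 6 genes were called, Dnmt1, Tet1 and Dnmt3a, and over all genes tested 1 was. Dnmt3l had 6 counts over the 8 libraries, so no difference was detectable at this depth.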

Our studies of transcriptional dysregulation in NCMs did not identify any DNA methyltransferase or TET family enzyme genes as being differentially expressed, though this does not preclude the possibility of altered expression earlier in development leading to decreased methylation that was maintained until birth.

For future studies, refining the contributions of in utero DE exposure and later life cardiac outcomes will be important for focusing future experiments. Meta-analysis of epidemiological studies have demonstrated the increased risk of congenital heart defects associated with maternal exposure to nitrogen dioxide, sulfur dioxide, and particulate matter [53, 54]. Although we favor particulates as being likely responsible for the observed effects, contributions from other components cannot be ruled out. Additionally, it is not clear whether maternal effects, such as placental insufficiency brought on from inflammatory response to exposure, are the main influencers on the offspring cardiac outcomes, or if particulate and/or gaseous matter is able to cross the placental barrier and directly interact with the cardiovascular system of the developing embryos.

## Conclusions

Our study is the first to systematically analyze and demonstrate the profound effects of in utero DE exposure on cardiomyocyte gene transcription, DNA methylation and metabolism. It is unclear whether these effects are due to a direct effect of DE exposure or an indirect mechanism via the maternal response to exposure, although our previous observation that maternal exposure leads to placental inflammation [15] is consistent with an indirect mechanism. A limitation of our study is that the correlation between mRNA expression, DNA methylation and metabolic activity is imperfect. Nevertheless, these findings provide important datasets for mining the potential pathways that mediate the deleterious effects of diesel exhaust on the developing heart that predispose to heart disease. Identifying pathological pathways that promote the development of air pollution-related heart disease is a first step in developing potential therapies.

## Methods

### Diesel exhaust exposure and mice

Housing and exposure facility conditions were carried out as previously described [15, 22, 23]. C57Bl/6 J mice were used in these experiments, housed in specific pathogen free (SPF) conditions, on a 12/12-light/dark cycle. Female and male mice between the ages of 12 to 16 weeks were transferred to our Northlake Diesel Exposure Facility located near the University of Washington (UW) and housed under SPF conditions in Allentown caging systems. Female mice were paired with male mice for timed mating in FA. After observation of a vaginal plug, pregnant mice were put into FA or DE with exposures beginning at E0.5 and lasting until E17.5, at which point pregnant mice were transferred from the Northlake facility to the UW Medicine South Lake Union SPF vivarium for neonatal sample collection.

Diesel exhaust was generated from a single cylinder Yanmar diesel engine (Model YDG5500EV-6EI) operating on 82% load. A detailed analysis of DE particulate components in this system has been previously reported [55]. DE exposures were conducted for 6 h per day (9 am − 3 pm) 5 days a week (Monday – Friday) and DE concentrations were regulated to 300 μg/m^3^ of PM_2.5_. A 300 μg/m^3^ concentration of PM_2.5_ 6 hours a day, 5 days a week equates to a time weighted hourly average of 53 μg/m^3^. The exposure characteristics detailing gas, particle-bound polycyclic aromatic hydrocarbons (PAH), and particle diameter of this system have been previously reported [55, 56]. In previous measurements, oxides of nitrogen concentrations were 1800 ppb NO_x_ and 60 ppb NO_2_, carbon monoxide was 2 ppm, and carbon dioxide was 1000 ppm. The mass fraction of particle-bound PAH was 20 ng/mg PM_2.5_ and the ratio of the organic carbon to elemental carbon mass concentration was 0.10. The mass median aerodynamic diameter of particles was 85 nm (GSD 1.2) and the count median thermodynamic equivalent diameter was 87 nm (GSD 3.0). The exposure approximates real world ambient exposure in an urban setting.

### Isolation of NCMs

Upon birth, PND0 hearts were harvested, trimmed of surrounding vascular and atrial tissue, and dissociated as previously described [57, 58]. Males were detected through post-mortem dissection and identification of testes. Dissociation was performed using 1 mg/mL Liberase TH (Roche; Pleasanton, CA, USA) in 1X HBSS by incubating hearts at 37 degrees for 5 min in solution, with pipetting to release cells after incubation. Media containing released NCMs was adjusted to 20% FBS-DMEM, and cellular dissociation was continued until the majority of cells were released. Cells were then filtered using a 70 μm sieve, re-eluted in 20% FBS-DMEM with 20 μm Ara-C and incubated at 37 degrees for 1 h to allow fibroblasts to attach onto the plate. After incubation, media with suspended cardiomyocytes was carefully removed, spun and purified cardiomyocyte pellets were collected and frozen at − 80 °C.

### RNA sequencing

RNA was purified from frozen PND0 isolated NCMs using Trizol (Thermo Fisher Scientific, Waltham, MA, USA), following the manufacturer’s protocol. For each sequencing sample, NCMs from one male neonatal heart were isolated and used for each n (*n* = 3 for FA, DE). Ribosomal RNA was depleted by poly-A enrichment, and sample libraries were created using the TruSeq Stranded mRNA kit (Illumina, San Diego, CA). Each library was barcoded using the Illumina adapters, and amplified with 13 cycles of PCR. Library concentrations were quantified using the Quant-it dsDNA Assay (Life Technologies, Carlsbad, CA). Libraries were normalized and pooled based on Agilent 2100 Bioanalyzer results (Agilent Technologies, Santa Clara, CA), and the pools were sequenced on an Illumina HiSeq 2500.

To process sequences, Illumina RTA-generated BCL files were converted to FASTQ files and sequence read and base quality were checked using the FASTX-toolkit (http://hannonlab.cshl.edu/fastx_toolkit/) and FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Sequences were aligned to mm10 with reference transcriptome Ensembl v67 using Tophat [59]. Lane level bam data files were merged using the Picard MergeSamFiles tool and suspected PCR duplicates were marked, not removed, in the alignment files using the Picard MarkDuplicates tool (http://broadinstitute.github.io/picard/). Local realignment was performed around indels, and base quality score recalibration was run using GATK tools [60]. Variant detection was performed with the GATK Unified Genotyper version 2.6.5 [61], and aligned data were used for isoform assembly and quantitation with Cufflinks [59, 62]. Fragment counts were generated using the featureCounts function in the Bioconductor Rsubread package [63]. Comparisons were performed using the Bioconductor edgeR package. Genes were identified as significantly different between groups if they had a 25% or greater difference in expression between the two groups at an FDR adjusted *p*-value of 0.05 or less. To assess consistency between our data and previous results (GSE14288) we performed self-contained gene set tests using the eleven pathways we identified using IPA (Table 2), testing for evidence that those gene sets were differentially expressed in the previous results as well. We used the limma fry function to perform the gene set tests [64].

Select genes were validated by qPCR using iTaq Universal Sybr Green Supermix (BioRad). Primers used for validation were as follows:

Acot1-For: 5′-TACGATGACCTCCCCAAGAA-3′, Acot1-Rev: 5′-AGCCCAATTCCAGGTCCTTT-3′, Acot2-For: 5′-ACAACTACGACGACCTCCCC-3′, Acot2-Rev: 5′-AGCCCAATTCCAGGTCCTT-3′, Cpt1a-For: 5′-TCCATGCATACCAAAGTGGAC-3′, Cpt1a-Rev: 5′-CGATGTTCTTCGTCTGGCTT-3′, Cpt1b-For: 5′-AGCCCCCTCATGGTGAAC-3′, Cpt1b-Rev: 5′-AGTTTGCGGCGATACATGA-3′, Scd4-For: 5′-TGGAGCCACCGAACCTATAA-3′, Scd4-Red: 5′-GGCCCATTCATACACGTCAT-3′, 18S-For: 5′-GGACAGGATTGACAGATTGATAG-3′, 18S-Rev: 5′-ATCGCTCCACCAACTAAGAA-3′. Expression was normalized to ribosomal RNA 18S. Samples were run on the 7900HT Fast Real-Time PCR System (ABI). Statistical analysis was carried out using a t-test for comparison of ddCT values.

### Metabolic capacity analysis

Cellular respiration was performed on NCMs using the mitochondrial stress test (Agilent; Santa Clara, CA, USA), measured using a Seahorse XFe24 extracellular flux analyzer (Agilent). NCMs were plated on provided 24 well plate coated in fibronectin, plating 3–5 replicates per sample, and cultured for 3 days in 20% FBS-DMEM with 20 μM Ara-C. This time period allowed for the non cardiomyocyte cells to become metabolically inactive after the isolation procedure. On the day of measurement, cells were washed with XF assay medium (Agilent) supplemented with 25 mM glucose, 1 mM sodium pyruvate and 2 mM L-glutamine, and replenished with the same media and incubated at 37 °C without CO_2_ an hour prior to measurement. Injection scheme is represented in Fig. 1a, with concentrations at 1.5 μM oligomycin, 1 μM FCCP, 1 μM Rotenone and 1 μM antimycin A. Normalization to μg DNA/well was performed by phenol:chloroform extracting DNA from each well, and measuring DNA concentration using the Quant-iT PicoGreen dsDNA assay kit (Thermo Fisher Scientific), following the manufacturers protocol.

Rates were averaged between the 3–5 replicate plated wells per sample, giving one averaged read per sample n. Calculations for basal and maximal respiration, ATP production, spare respiratory capacity, and coupling efficiency were performed as recommended by Agilent:

Non-mitochondrial oxygen consumption (NMOC) = [min. Rate measurement after rotenone/antimycin A injection].

Basal respiration = [last rate measured before first (oligomycin) injection] - NMOC.

Maximal respiration = [max. Rate measured after FCCP injection] – NMOC.

ATP production = [last rate measured before oligomycin] – [min. Rate measurement after oligomycin injection].

Spare respiratory capacity = [maximal respiration] – [basal respiration].

Coupling efficiency = [ATP production rate] / [basal respiration] × 100.

Statistical comparisons were performed using a t-test between the measurements made in male DE vs. FA NCMs (*n* = 7, *n* = 8 respectively).

### Reduced representation bisulfite sequencing

DNA was isolated from frozen PND0 isolated cardiomyocytes using Qiagen (Germantown; MD, USA) DNeasy Blood and Tissue kit, according to the manufacturer’s protocol. For each sequencing sample, NCMs from one male neonatal heart were isolated and used for each n (*n* = 4 for FA, DE). 500 ng of DNA was digested overnight with MspI (New England BioLabs Inc., Ipswich, MA, USA) and then directly prepared with the KAPA Hyper Library prep protocol (KAPA Biosystems, Wilmington, MA, USA). Samples were then adapter-ligated using SeqCap Adapters (Roche-Nimblegen, Pleasanton, CA, USA), and cleaned using a 2.5X post-ligation Agencourt AMPure XP bead cleanup (Beckman Coulter, Indianapolis, IN). Size selection was performed to a size range of 160 bp–340 bp on a 2% Pippin Prep gel (Sage Science, Beverly, MA, USA), followed by bisulfite conversion using the Zymo EZ DNA Methylation Lightning kit (Zymo Research, Irvine, CA, USA). The converted DNA was then put back into the KAPA Hyper Library prep protocol at the library amplification step, and amplification was performed with 19 PCR cycles using 2X KAPA Hifi HotStart Uracil+ ReadyMix (KAPA Biosystems, Wilmington, MA, USA). Post-amplification cleanup was performed with 0.8X Agencourt AMPure XP beads (Beckman Coulter). Library size distributions were validated using the Agilent High Sensitivity D1000 ScreenTape run on an Agilent 2200 TapeStation (Agilent Technologies, Inc., Santa Clara, CA, USA). Additional library QC, blending of pooled indexed libraries, and cluster optimization was performed using Life Technologies- Invitrogen Qubit® 2.0 Fluorometer (Life Technologies-Invitrogen, Carlsbad, CA, USA). Sample libraries were sequenced on the Illumina HiSeq 2500 (Illumina; San Diego, CA, USA).

Sequencing reads were processed by discarding the low quality reads using Illumina’s base call quality filter, and raw reads were trimmed of adapter sequences and flanking low quality base reads using the trimmomatic read trimmer [65], discarding any reads less than 25 nt, after which there were between 13.6–31.4 million reads per sample. Methylation status for each CpG was estimated by aligning reads to the mm10 genome using the Bismark aligner [66], read into R using the Bioconductor bsseq package [67], and differential methylation was called using the Bioconductor DSS package [68]. There were between 2.85 and 4.47 million CpGs per sample. Low read coverage CpGs were filtered, based on the criteria that a CpG had to have read coverage > 5 in at least half of the samples, reducing the total number of CpGs to ~ 646 thousand. After this filtering, median read depth per CpG was 8–25. We then selected a set of differentially methylated regions, based on a set of criteria; to be considered a differentially methylated region (DMR), a) the region had to be at least 50 bp in length with at least 3 CpGs present, and b) at least 50% of the CpGs in the region had to be significant, based on a *p* < 0.001 and show a minimum 10% difference in methylation. Any significant DMRs within 100 bp of each other were merged to a single DMR. Methylation and gene expression data were from different mice, so it wasn’t possible to do any direct analysis between the two. We instead simply looked for any genes within 1 Mb of each DMR that were differentially expressed with an inverse sign (e.g., genes that increase expression as methylation decreases and vice versa).

## Abbreviations

*Acacb*: acetyl-CoA Carboxylase Beta
*Cox4i2*: cytochrome c oxidase subunit 4 isoform 2
CpG: 5′-Cytosine-phosphate-Guanine-3′
DE: diesel exhaust
DMR: differentially methylated region
DNMT: DNA methyltransferase
FA: filtered air
FCCP: carbonyl cyanide-*p*-trifluoromethoxyphenylhydrazone
*Gng11*: G protein subunit gamma 11
NCM: neonatal cardiomyocyte
PAH: polycyclic aromatic hydrocarbon
PM_10_: particulate matter with a diameter of 10 μm or less
PM_2.5_: particulate matter with a diameter of 2.5 μm or less
PND: post-natal day
RRBS: reduced representation bisulfite sequencing
TAC: transverse aortic constriction

How the deposited data were processed for this re-analysis (not part of the article)

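RNA from NCMs of 8 male neonates, 4 exposed in utero to FA and 4 to DE, was measured by RNA-seq. The qPCR, oxygen consumption and bisulfite sequencing of the study, and the microarray series it compares with, are not analysed here. The authors checked read quality, aligned reads to mm10 with the Ensembl v67 transcriptome using Tophat, merged lanes, marked duplicates without removing them, realigned and recalibrated with GATK, and counted fragments with featureCounts. The deposited values are raw counts per Entrez gene, without normalization. The counting annotation, the strand setting and the treatment of reads that map to several places are not stated in the paper's text, and they decide the counts of paralogs and of overlapping genes. Marked duplicates that stay in the counts are not independent molecules, so precision from counting is overstated. The 27179 genes were matched to symbols through a table of Entrez genes on GRCm38.p6, with 25275 matched and 1904 without a symbol. The latter held between 0.384% and 0.581% of the counts of a library and stayed in the totals. A total of 5435 genes had 0 counts in all libraries.

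Libraries were grouped by exposure from their labels. Totals ran from 17943024 to 39839737 counts. At a threshold of 10 counts in the smaller group, edgeR's filterByExpr kept 14966 genes. Counts were scaled by TMM factors and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with exposure as the only term and Benjamini-Hochberg adjustment over all tested genes. Genes were called at an adjusted p-value of 0.05 or less and a fold difference of 1.25 or more. CPM values are normalized by the same factors. Lists of genes were tested with fry from limma 3.58.1. For the level of a list, the median over its genes in each library, an exact two-sided permutation test over the libraries was used. The smallest p that 4 against 4 libraries allow is 0.0286. Tests, libraries, named genes, lists and most alternatives were fixed before the data were examined. Named genes were those the paper names from its RNA-seq data, the 10 called genes with the smallest adjusted p, the 10 largest falls and 10 largest rises among called genes with a mean of at least 1 CPM and no overlap between groups, 5 sex genes, and members of the lists where a list is reported. Of these, 1 gene is not reported here.

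The lists tested were PPAR alpha target genes, mitochondrial fatty acid β-oxidation, nuclear-encoded respiratory chain subunits, mitochondrially encoded genes, the tricarboxylic acid cycle, glycolysis, hypoxia-response genes, xenobiotic response genes of the aryl hydrocarbon receptor, oxidative stress genes of Nrf2, glucocorticoid-response genes, helicase and replication genes, mitosis genes, fetal and hypertrophic cardiac genes, adult sarcomere genes, interferon-response genes and cholesterol synthesis genes. Marker lists for fibroblasts, endothelial cells, smooth muscle and pericytes, leukocytes, erythroid cells, atrial cells, hepatocytes, brown adipocytes and mesothelial cells served to look for RNA of other cells. A skeletal muscle list was added after the counts were seen. The lists were written from general knowledge and not taken from a database.

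The alternatives were DESeq2 1.42.0, edgeR's likelihood ratio and exact tests, limma-voom, the 25% difference built into the test, the adjusted p alone, relative log expression factors, upper quartile factors, library totals alone, no filter on low counts, a mean of at least 1 CPM, the prefix of the sample name as a term, the libraries with prefix 11 only, 1 surrogate variable from sva 3.50.0, all 16 choices of 3 FA and 3 DE libraries, and each library left out in turn. A further 3 were added after the data were seen, namely the 25% difference built into the likelihood ratio test, offsets that remove each library's trend with transcript length and GC content (splines with 5 degrees of freedom), and the genes with both properties without offsets. Length and GC content were known for 92.55% of tested genes. For single genes, the 16 choices entered as the lowest and the highest log2 fold change, each with its call, and as the median. The median counted as called if at least as many choices called the gene as did not. No adjusted p was kept for these, so the adjusted p ranges of genes leave them out. DE libraries of the 2 prefixes were compared in a model of 3 groups over all 8 libraries. Every other split of the 8 libraries into 4 and 4 was also fitted, 35 in all with the real one.

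The code was tested on simulated data with the means and totals of these libraries and 200 genes changed, by 1 or 2 on the log2 scale in either direction. The quasi-likelihood test recovered 181 of them (90.5%) with 6 false calls among 14833 genes, the likelihood ratio test 187 with 33 false calls, and DESeq2 181 with 30 false calls. With no gene changed, the quasi-likelihood test made 2 calls among 14966 genes. With a length trend added, 65% were recovered without offsets and 92% with them, over 13770 genes. That trend was balanced between the groups, whereas in the real libraries fold changes followed length. The simulation therefore does not test the offsets where the trend goes with exposure. Of 16 simulated lists of 30 genes, the 1 shifted list and 0 of the 15 unchanged lists were called.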

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

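The skeletal muscle list, the offsets for length and GC content and the choice of genes to discuss here were set only after the result was seen.

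Several of the strongest differences lie in genes that the paper does not discuss. Ucp3 (chromosome 7 from 100472991 to 100486432) ranked 1 of the 14966 tested genes. It fell from 9.64 ± 1.13 to 0.210 ± 0.103 CPM (SD, n = 4 each), a log2 fold change of -5.47 (standard error 0.25, adjusted p = 1.28e-06 from edgeR's quasi-likelihood test), and was lower in 4 of 4 DE libraries. Fbp2, the muscle fructose bisphosphatase, fell from 3.11 ± 0.612 to 0.187 ± 0.147 CPM, a log2 fold change of -3.99 (adjusted p = 0.000628 in the same test). Both kept their call under all 28 alternatives, Ucp3 at log2 fold changes from -5.92 to -5.06 and Fbp2 from -4.63 to -3.44. The other unnamed genes with large falls were Cyp1a1 (-2.50) and Tmem82 (-2.14). Retsat (-1.15) was not among the 10 largest falls and was chosen for its small adjusted p (rank 9). Unnamed genes with large rises were Fam107a (2.72), Slc16a3 (2.13), Gipr (2.05), Zbtb16 (1.98), Apln (1.58), Mgarp (1.55), Cpa1 (1.55), Rgs11 (1.41) and Bcat1 (1.39). In each of these the CPM values of the groups do not overlap, but this is no evidence of its own. No overlap was part of how the largest falls and rises were chosen (2.86% by chance for genes not so chosen), and Retsat was chosen on its adjusted p in the same libraries.

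Ucp3 and Fbp2 are abundant in skeletal muscle, so skeletal muscle RNA in the FA libraries was tested as an explanation. It would bring the abundant muscle transcripts at far higher levels than these 2 genes. The highest FA mean among 8 skeletal muscle markers was 2.77 CPM, for Tnni2, below Ucp3 at 9.64 CPM and Fbp2 at 3.11 CPM, and the markers did not fall in DE (median log2 fold change 0.12, 0 called of 8). A trend with transcript length and GC content was also tested. With offsets that remove it, 2 of the 2 genes, Ucp3 and Fbp2, were still called. Neither explanation accounts for the falls, and a biological effect of exposure stays open as a hypothesis that these libraries alone cannot settle. Ucp3 belongs to the list of PPAR alpha targets discussed under the other observations.

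Some of these genes carry limits of the counting. Tmem82 ends 141618633 on chromosome 4, next to Slc25a34, which starts at 141618819 and fell further. Reads that run past the end of one gene could be counted on the other. Tmem82 stayed called under all 28 alternatives (log2 fold change from -2.64 to -1.75), but none of them tests this. Ccl21d (log2 fold change 1.81), also among the largest rises, is 1 of the near-identical copies of Ccl21, which Table 2 names. Its call was lost without FA replicates 2, 3 and 4 and DE replicate 3 (4 of 8 fits), with adjusted p-values up to 0.106 over the alternatives for which one was kept. Zbtb16 lost its call without FA replicate 2 and without FA replicate 3 (adjusted p up to 0.0759 over the same alternatives). Apln lost it without FA replicate 2 and without DE replicate 3 (up to 0.0873), and Rgs11 without FA replicate 2 (up to 0.0863). Ccl21d, Apln and Rgs11 also lost their calls with the prefix of the sample name as a term and with the libraries of prefix 11 only. Zbtb16 kept its call in both of these fits. Fam107a at 0.639 CPM in FA rests on 598 counts over all libraries and Rgs11 on 302, so their folds are less precise than those of abundant genes. No biological explanation other than exposure was tested for the rises.

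Cyp1a1, a target of the aryl hydrocarbon receptor, fell from 5.32 ± 1.91 to 0.966 ± 0.392 CPM (log2 fold change -2.50, standard error 0.32, adjusted p = 0.00237 from edgeR's quasi-likelihood test, range 4.99e-12 to 0.0184 over the alternatives). It was lower in 4 of 4 DE libraries. The exhaust carries polycyclic aromatic hydrocarbons, which activate this receptor, so a fall is not what activation at birth would give. The list of xenobiotic response genes had a median log2 fold change of -0.22 (fry, adjusted p = 0.00165), with 5 of the 6 genes tested lower and 1 called, Cyp1a1. Without DE replicate 1 the median was -0.506 (adjusted p = 0.00270, range 0.00127 to 0.0929 over the alternatives). Ahrr changed by -0.54 (adjusted p = 0.0928), Cyp1b1 by -0.04 (adjusted p = 0.960) and Nqo1 by 0.15 (adjusted p = 0.454). The value of Cyp1b1 averages DE libraries that differ. It was higher by 1.65 on the log2 scale with prefix 11 than with prefix 12 (adjusted p = 0.0339, quasi-likelihood test in the model of 3 groups). The list was not called by camera with an estimated correlation (0.0929). No technical or biological explanation was tested for Cyp1a1 apart from the alternatives, and exposure ended before birth, when the cells were taken.

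Single libraries stood apart in 4 of the 192 groups of 4 libraries examined, by Dixon's ratio of the gap to the range. Chance gives about 9.6 such groups, so these 4 are not more than chance. In FA, Pik3r3 was at 51.7 CPM in FA replicate 3 and between 62.4 and 63.1 CPM in the others (ratio 0.942). Igfbp3 was at 40.6 CPM in FA replicate 6 and between 32.0 and 33.0 CPM in the others (0.881). For Ucp3, FA replicate 2 was at 11.3 CPM with the others between 8.95 and 9.32 (0.844), and DE replicate 1 was at 0.363 CPM with the others between 0.143 and 0.175 (0.858). With these libraries left out in turn the 3 genes stayed called. No technical or biological explanation was tested for these single values.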

How the results depend on the processing

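The fits with the 25% difference built into the likelihood ratio test, with offsets for transcript length and GC content, and with only the genes that have both properties were chosen only after the result was seen.

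The 9 genes of Table 1 reported here were called in the same direction under all 28 alternatives. The number of called genes moved much more, and no cause was tested except where stated. DESeq2 called 1633 genes (703 lower, 930 higher), the likelihood ratio test 1603 (670 and 933) and the exact test 1537 (642 and 895). In the simulations these 3 tests made 30, 33 and 34 false calls, against 6 for the quasi-likelihood test. Of the 868 genes called here, 850, 868 and 868 were among theirs. With the 25% difference built into the quasi-likelihood test, which tests against a difference of 25% rather than against none, 114 were called (70 and 44), with 27 genes of Table 2 and 4 of the genes near DMRs. The same step on the likelihood ratio fit, added after the data were seen, called 301 (110 and 191). Adding 1 surrogate variable raised the count to 2015 (936 and 1079). Library totals alone called 1020 genes, 217 lower and 803 higher, so that 21.3% were lower against 38.2%, although this scaling moved the median log2 fold change by only 0.0716. Relative log expression and upper quartile factors moved it by 0.00191 and 0.0252 and kept the counts at 861 and 864. With offsets, chosen after the data were seen, 1547 genes were called, 751 of them lower.

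The prefix of the sample name, as a term, left 448 called genes (182 and 266) and 8 near DMRs. The libraries with prefix 11 only, 4 FA and 2 DE, left 260 (117 and 143) and 7 near DMRs; of these, 207 were also called with all libraries. Over the 16 choices of 3 FA and 3 DE libraries, the lowest and median counts were 62 and 238.5 called (highest 1054), 46 and 107 lower (highest 528), 16 and 118 higher, a lowest of 17 for Table 2, and 2 and 6.5 near DMRs. Fewer libraries lower the power of the test, which is part of these alternatives by construction. The lowest log2 fold change of Gng12 over the 16 choices was -0.013 against 0.08 with all libraries, a change of sign.

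The 8 fits that each left out 1 library called from 237 to 1168 genes, 112 to 527 lower and 123 to 641 higher, and 7 to 13 of the genes near DMRs. Without FA replicates 2, 3, 4 and 6 the counts were 249, 433, 237 and 826, and without DE replicates 1, 3, 5 and 7 they were 1168, 268, 526 and 706. Of the 237 called without FA replicate 4, 235 were among the 868. The count without DE replicate 1 exceeded that with all libraries. The lists at an adjusted p of 0.05 or less in fry numbered 10, and from 5 to 11 over these fits, with 5 without FA replicate 4 and 6 without DE replicate 3. Camera with an estimated correlation called 2, PPAR alpha targets and fatty acid β-oxidation; with a preset correlation of 0.01 it called 12, and the 8 others of fry's 10 do not hold under the estimated one. The median of the respiratory chain list, 0.03, changed sign, from -0.059 to 0.14 over these fits and to -0.12 with offsets, and was not called in any of them.

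The comparison of DE libraries by prefix called 309 genes, 1273 with the likelihood ratio test, 1626 on the 4 DE libraries alone and 163 with offsets, the last chosen after the data were seen. Of the other results, 84 genes were followed, of which 45 were unchanged under all alternatives and 39 changed at least once, 36 by losing a call, 2 by gaining one and 1 by changing sign. Of 16 lists, 3 were unchanged and 13 changed, 8 by losing and 4 by gaining a call and 1 by changing sign.

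Depth limits the genes with few counts, such as Adra2c, Pde6h and Dnmt3l, for which no difference was detectable. No paired analysis was possible because the FA libraries are numbered 2, 3, 4 and 6 and the DE libraries 1, 3, 5 and 7, so that they share a single number.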

Differences from the paper's values

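The likelihood ratio fit with the 25% difference built in, its combinations with other filters and dispersions, the match of log fold changes over choices of 3 libraries and the ranks of the Table 1 genes were chosen only after the result was seen.

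The paper reports 300 differentially expressed transcripts, and 868 genes were called here. Of the alternatives set before the data were examined, 7 came within 1.5 times of the paper's number. These were the prefix term (448), prefix 11 only (260), the fits without FA replicate 2 (249), FA replicate 3 (433), FA replicate 4 (237) and DE replicate 3 (268), and the median over 16 choices of 3 against 3 libraries (238.5). The others did not. With the 25% difference built into the likelihood ratio test, an alternative chosen after the values were seen, 301 genes were called. It was 1 of 6 combinations of filter and dispersion tried at that point, which called 301, 302, 270, 272, 299 and 287. The paper's methods do not name the edgeR test.

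For the 9 genes of Table 1 compared here, the log fold changes did not differ from the paper's, with a largest gap of 0.004. On all 8 libraries, all 9 were equal to the paper's to 2 decimals in the quasi-likelihood fit and 7 in the likelihood ratio fit. At most 2 were equal in any of the 16 choices of 3 FA and 3 DE libraries, in the likelihood ratio fit. The paper states n = 3. For these 9 genes, the matches argue against log fold changes from only 3 libraries per group.

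The adjusted p-values of the same 9 genes did differ. From edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the value here against the paper's was Acot1 1.28e-06 against 2.30e-50, Slc25a34 2.09e-05 against 1.34e-39, Acot2 2.62e-06 against 4.11e-36, Scd4 2.23e-05 against 5.93e-34, Tfrc 5.37e-05 against 8.60e-21, Hsdl2 2.45e-05 against 6.50e-19, Cpt1a 8.52e-05 against 6.29e-17, Angptl4 0.000328 against 7.27e-15 and Mlycd 0.000175 against 7.00e-12. Of 198 adjusted p-values of these genes under alternatives set before the data were examined, 0 came within 1.5 times of the paper's. Under the likelihood ratio fit with 25% built in, chosen after the values were seen, 4 of the 9 did, such as Acot2 at 3.38e-36 and Scd4 at 6.15e-34.

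The paper lists the genes of Table 1 as those at the top of its results. Here Ucp3 ranked 1 and Retsat 9, and 8 of the 9 genes of Table 1 compared here were among the first 10. The alternatives that keep all 8 libraries or leave out single ones had between 6 and 8 of them there, and none had all 9. In the likelihood ratio fit with 25% built in, chosen after the values were seen, the adjusted p of Ucp3 was 5.03e-80 and that of Fbp2 9.26e-20.

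The paper states that no DNA methyltransferase or TET gene was differentially expressed. Dnmt1 was called here (log2 fold change 0.47, adjusted p = 0.0434 from edgeR's quasi-likelihood test, range 0.00646 to 0.468 over the alternatives for which one was kept). It was not called in 13 of 28 alternatives. These were the 25% difference built into either test (0.458 and 0.468), the prefix term, prefix 11 only, 7 of 8 fits without 1 library, and the lowest and median of the 3 against 3 choices. Tet1 and Dnmt3a were not called here. Both were called with DESeq2 (0.0126 and 0.0397), the likelihood ratio test (0.0139 and 0.0377), the exact test (0.0146 and 0.0389) and 1 surrogate variable (0.000627 and 0.0420).

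The paper names Pibd1 among genes near DMRs and Ccl21 in Table 2, and neither is a single gene in the counts under that symbol. The paper describes a consistent decrease of metabolic genes. The 9 genes of Table 1 compared here and all genes named for fatty acid oxidation were lower here, but the glycolysis list had a median log2 fold change of 0.39 with 8 of 17 genes called higher, and the respiratory chain list a median of 0.03 with 0 of 79 called (1 at an unadjusted p under 0.05), or -0.12 with offsets for length and GC content, also chosen after the result was seen.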

Other observations

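In this part, the offsets for length and GC content, the tests of such a trend on the called genes, the β-oxidation list and the remaining genes between DE prefixes, the tests of cell shares, cell types, prefixes and the main axis of variation, and those of PPAR alpha, the respiratory chain and Dnmt1 were chosen only after the result was seen.

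The number of called genes between DE and FA was compared with every other split of the 8 libraries into 4 and 4. Of 35 splits, 1, the real one, gave as many as 868. A difference between litters could also set the real split apart. Of the other 34, 33 had 0 called genes, and the median over all 34 was 355 genes at an unadjusted p under 0.05. The remaining split set FA replicates 2 and 4 and DE replicates 1 and 7 against FA replicates 3 and 6 and DE replicates 3 and 5, and called 569 genes (4011 at an unadjusted p under 0.05). It parts the libraries by the sign of their correlation with transcript length. For the lists, 1 of 35 splits, again the real one, had as many as 10 at an adjusted p of 0.05 or less, and the split with 569 genes had 1.

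Fold changes followed transcript length and GC content across genes (Spearman -0.329 and 0.249, across genes that are not independent). The median length was 4147 bp for genes called lower, 2783.5 bp for genes called higher and 3438.5 bp for genes not called. If such a trend were the whole cause, its removal would take most calls away. With offsets that remove it, 91.39% of the called genes with both properties (754 of 825) were still called in the same direction, and the total rose to 1547. The trend alone therefore does not account for these calls. What produced it, such as RNA quality or library preparation, was not tested.

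A broad pattern is lower expression of fatty acid genes. The 33 tested genes of the PPAR alpha list had a median log2 fold change of -0.88 (fry, adjusted p = 6.38e-07), 33 of 33 lower and 28 called. A trend with length and GC content is argued against by the β-oxidation list, whose median with offsets was -0.77 rather than closer to 0. A lower share of cardiomyocytes in DE would lower sarcomere and β-oxidation genes alike. The sarcomere level minus the β-oxidation level was higher in DE by 0.462 on the log2 scale, with 0.195 as the lowest DE and -0.180 as the highest FA value (exact permutation p = 0.0286, the smallest possible). Hepatocyte RNA in FA is argued against by Alb at 0.0123 CPM in FA, where Cpt1a was at 166.5 CPM. Brown adipocyte RNA in FA is argued against by Ucp1, at 0.619 CPM in FA and 1.02 CPM in DE. Fabp4 was also no higher in FA (318.4 against 379.8 CPM), while Cidea went the way that explanation needs (16.3 CPM in FA against 8.61 in DE). A difference between prefixes is argued against by the 2 DE libraries that share the prefix of the FA libraries, since 2 of 2 lay below every FA library in the β-oxidation level (-0.425 and -0.388, with FA from 0.274). Depth does not order the libraries this way either. DE replicate 7, with 18683325 counts, was within the FA range of depth and at -0.388.

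A candidate explanation that stays open, as a hypothesis, is lower activity of PPAR alpha in DE NCMs. It predicts that target genes outside Tables 1 and 2 fall as well. Their median log2 fold change was -0.71 (fry, adjusted p = 1.71e-06). The list was written before the counts were seen, but the idea came from the same libraries, activity of the receptor was not measured, and a fall of fatty acid genes from another cause would give the same result. Reduced supply of fatty acids or delayed maturation would also lower these genes, and neither was tested.

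Replication genes were higher in DE, with a median log2 fold change of 0.72, and 0.67 with offsets for length and GC content. More fibroblasts in DE were tested as an explanation, since the fibroblast markers had a median of 0.66 with 4 of 12 called. With the fibroblast level as a term in the model, the replication list kept its direction and its call (fry, adjusted p = 0.0379 over the 16 lists), and the fibroblast levels of the groups overlapped while the replication levels did not. A higher share of fibroblasts is therefore not the whole cause, but fibroblast markers rose as well, so a part of the rise may come from it. Proliferation of cardiomyocytes was not measured.

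The glycolysis and hypoxia-response lists were higher in DE, with medians of 0.39 and 0.34 (fry, adjusted p = 0.0169 and 0.0275). With offsets, the smaller of the 2 medians was 0.27, so a length and GC content trend does not remove the pattern. Within DE, levels of both lists were higher in replicates 3 and 5 than in replicates 1 and 7, which share the prefix of FA. In replicates 1, 7, 3 and 5 the hypoxia levels were -0.119, 0.0889, 0.265 and 0.324, with FA from -0.156 to -0.108. The glycolysis levels were 0.00942, 0.199, 0.301 and 0.377, all above the highest FA level of -0.0338. A difference between prefixes may therefore be part of both rises, and it was not tested for these lists. The hypoxia list was not called in 7 of 8 fits that left out 1 library. Its adjusted p was 0.00162 without DE replicate 1 and from 0.0548 to 0.0680 without any other, within a range of 3.1e-05 to 0.199 over the alternatives. A response to low oxygen may be part of it, and no test here separates that from other causes of higher glycolysis genes. The lists share Slc2a1.

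The first principal component held 47.73% of the variance and the second 21.47%. The first placed FA replicates 2 and 4 at one end and DE replicates 3 and 5 at the other, with the other libraries between. Library size was tested as its cause. FA replicates 2 and 4, at the same end, differ 2.15 times in total, whereas FA replicate 2 and DE replicate 5, at opposite ends, differ 1.03 times, so size does not set the order. Genes' loadings do follow transcript length (Spearman -0.547, across genes). Removing the length and GC content trend took away 20.39% of the variance between libraries. The share of the first component went from 47.59% to 43.41%. On these genes, all FA libraries lay on the negative side and all DE libraries on the positive side, both before removal and after it. Before removal DE replicate 1 was only just positive, at 0.0618. On all tested genes DE replicate 1 was at -0.544, on the negative side with the FA libraries, of which FA replicate 3 was the nearest at -4.42. The trend is therefore a part of the axis and not the whole of it. The variance removed was used here in place of the correlation of loadings that had been written down first.

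DE libraries with prefix 11 and prefix 12 were compared, 2 against 2, and 309 genes were called, 230 of them lower with prefix 12 (3490 at an unadjusted p under 0.05). Only 10 of the 309 were also called between DE and FA. With offsets, 46.18% of the called genes with both properties kept their call, which is consistent with a length and GC content trend as the source of a large part of this difference. The offsets left 163 called genes, 133 of them among the 309, which that trend does not explain. What the prefix stands for is not stated in the paper's text, all FA libraries have prefix 11, and litter, date or batch stay open as untested explanations for the remainder.

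The paper reports lower oxygen consumption in cultured DE NCMs. Lower transcripts of respiratory chain subunits would be one route to it. Their median log2 fold change was 0.0298, with quartiles of -0.02 and 0.08 and 0 of 79 called (1 at an unadjusted p under 0.05). The sign of this median is not stable. It was -0.042 without FA replicate 2, -0.035 without FA replicate 4, -0.059 without DE replicate 5 and 0.14 without FA replicate 3, and -0.12 with offsets (fry, adjusted p = 0.111, range to 0.991). With offsets the mitochondrially encoded genes, with a median of -0.17, and the tricarboxylic acid cycle were called lower (fry, adjusted p = 0.0164 and 0.0147, ranges to 0.468 and 0.426), and without offsets fry called neither with all libraries. These libraries therefore do not decide whether lower transcripts are part of that route. The cells of that assay were cultured before measurement, whereas these were frozen after isolation. The paper also reports lower DNA methylation in DE NCMs. Lower Dnmt1 would be one route to it, and Dnmt1 was higher by 0.47 on the log2 scale, not lower.

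The other lists tested gave the following. Oxidative stress genes of Nrf2 had a median log2 fold change of 0.25 (fry, adjusted p = 0.0169), with 13 of 14 higher, and the call was lost without FA replicate 4 (0.0600) and without DE replicate 3 (0.0518), within a range of 0.00183 to 0.199 over the alternatives. Glucocorticoid-response genes had a median of 0.32 (adjusted p = 0.0637) and were called without DE replicate 5 (0.00284, range to 0.366). Interferon-response genes had 0.80 (adjusted p = 0.0637) and were called without DE replicate 1 (0.0434, range to 0.268). Cholesterol synthesis genes had 0.26 (adjusted p = 0.0468). Their call was lost in 6 of 8 fits that left out 1 library, with 0.0977, 0.119 and 0.117 without FA replicates 2, 3 and 4 and 0.0565, 0.0851 and 0.130 without DE replicates 3, 5 and 7. Among markers of other cells, the median was 0.17 for endothelial cells, 0.13 for smooth muscle and pericytes, 0.45 for leukocytes, 0.42 for erythroid cells, 0.16 for atrial cells, 0.48 for hepatocytes (5 of 10 markers tested), 0.19 for brown adipocytes (6 of 10 tested) and -0.03 for mesothelial cells. The levels of the groups overlapped for each of these. The 4 sex genes tested had a median of -0.27 with 0 called.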
